A study of Mus musculus with 6 samples.

How the data were processed

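Poly(A) RNA of mouse Neuro2a neuroblastoma cells was sequenced in 6 libraries, 3 from cultures given vehicle (control) and 3 from cultures given 5 mM D-serine. Per the labels' protocols, the medium was replaced by one written as D-MEM(-SG) with 10% fetal bovine serum, with or without D-serine, and RNA was taken with Trizol after 18 h. Libraries were made with a stranded TruSeq mRNA kit and read as paired ends on a NovaSeq instrument, per the labels' protocols and the series' design text.

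The authors deposited 1 table of raw counts per gene, with a count column for each library and the summed exon length of each gene in bases. Its columns are those of featureCounts, per the file headers. The aligner, its version, the genome build, the strand setting and the handling of reads that map to several places are not stated in the labels or the header. Column names that contain vehicle were assigned to the control samples with the same number, whose treatment label is vehicle. The table listed 24391 genes by symbol, with the coordinates of their exons. Of these symbols, 95.0% were also found in a RefSeq gene table of the GRCm38 assembly, but only 313 of the 23049 matched genes with a single position had the same start there. The coordinates are therefore given as deposited, 1-based, from a build that the table does not name. Symbols of 27 genes had been turned into dates by spreadsheet software and 2 symbols stood for 2 positions each. Those genes were kept as separate features and none is named in the text. Genes encoded by the mitochondrial genome were not analysed here.

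The total count per library lay between 32518483 and 40024265. Depth did not differ detectably between the groups (exact two-sided permutation test, p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow). Counts of the same group were compared by a chi-square statistic over genes with at least 10 counts in the pair. It lay between 3.88 and 17.7 per degree of freedom, above the value of 1 of pure sampling noise, so no pair was treated as 1 library deposited repeatedly. That each library is a separate replicate was taken from the labels.

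Differential expression was tested with edgeR 4.0.16 in R 4.3.3, on the counts as deposited. Genes were kept by filterByExpr with the groups (13366 genes), libraries were scaled by trimmed mean of M values (TMM), and the quasi-likelihood F test compared D-serine with control with no covariate. Adjusted p-values follow Benjamini and Hochberg over all genes tested, two-sided, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Expression is given in CPM, the deposited counts scaled to the TMM-adjusted library size, as mean ± SD.

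Of 10 gene lists written from general knowledge, 9 were tested with camera in limma 3.58.1, with a preset correlation between genes of 0.01, and Benjamini-Hochberg adjustment over those 9. The design had assumed 10, and the list of 13 mitochondrially encoded genes was not analysed here. The 9 lists were ATF4 and amino acid response, serine, glycine and one-carbon metabolism, nucleotide synthesis, DNA replication and S phase, mitosis, p53 targets, cholesterol synthesis, D-serine handling and NMDA receptor, and immediate early genes. ATF4 is a transcription factor induced by amino acid shortage. The lists on ATF4 and p53 share 1 gene, as do those on p53 and immediate early genes.

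The groups, the tests, the gene lists, the rule for named genes and the alternatives, except those said to be added later, were chosen before the data were examined. The rule named the 5 genes with the largest increase and the 5 with the largest decrease among genes with an adjusted p under 0.05, a mean of at least 5 CPM, no overlap between the libraries of the groups and a symbol other than a clone or a Gm number. It also named the 4 members with the smallest p of each list with an adjusted camera p under 0.05, and of the lists on serine and one-carbon metabolism and on D-serine handling in any case. Not every gene that the rule picks is reported here. Genes named outside this rule are marked as chosen after their values were seen.

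Overlap of exons between the named genes and other genes of the table was computed with bedtools 2.31.1. Because the strand setting is not stated, an overlap on either strand was counted. GC content per gene was taken by symbol from GENCODE mouse transcripts and covered 99.3% of the tested genes.

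The alternatives were the DESeq2 1.42.0 Wald test, limma-voom, other scalings (DESeq2 size factors, upper quartile, library totals), no filter on low counts, a mean of at least 50 counts, replicate number as a block, removal of each library's smooth trend on gene length (a natural spline with 5 degrees of freedom), that removal together with the block, leaving out each library in turn, and, for the lists, fry and an estimated correlation. Removal of the trend on GC content, alone, with the length trend and with the block, thinning of all libraries to the smallest total, and removal of the length trend without D-serine replicate 1 were added after seeing the data.

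The tests were tested on simulated data with the means, spreads and library sizes of these libraries and 200 changed genes, as the mean of 3 draws. With a log2 change of 0.3, edgeR recovered 50.2% of the changed genes among 13241 tested, and 7.65% of its calls were false. With a log2 change of 1 it recovered 87.0% among 13249 tested genes, with 10.0% false calls. Both false shares lay above the nominal 5%. DESeq2 had 12.0% false calls at a log2 change of 0.3 among 13366 genes. The set tests were tried in only 1 draw, in which 1 list was shifted by 0.15 and no other gene was changed. In it camera and fry each called that list and no other. That shift was larger than the median log2 fold change of any list in the data, at most 0.11 in size. Genes were drawn independently of each other, so the draw cannot show how these tests behave when genes of a list vary together.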

Results

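Gene expression was measured by mRNA sequencing in Neuro2a cells, a mouse neuroblastoma line, to find which transcripts differ when D-serine is present in the medium. D-serine is the mirror-image form of L-serine and a co-agonist of NMDA-type glutamate receptors. The data comprised 3 control cultures given vehicle and 3 cultures given 5 mM D-serine for 18 h. The total counts in control replicates 1 to 3 were 32518483, 37439132 and 37751439. Those in D-serine replicates 1 to 3 were 38630752, 36486418 and 40024265. Of 24391 genes, 6756 had no count in any library and 13366 were expressed highly enough to be tested.

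The first principal component of log2 CPM held 33.2% of the variance and separated the control libraries, between -18.3 and -11.3, from the D-serine libraries, between 9.69 and 20.8. Within groups, D-serine replicate 1 differed most from its fellows. Its chi-square statistic per degree of freedom was 17.7 against D-serine replicate 2 and 13.9 against D-serine replicate 3, whereas D-serine replicates 2 and 3 differed by 4.07 and the control pairs by 3.88 to 6.54. The common biological coefficient of variation was 5.77%. The share of counts from Rn45s, a ribosomal RNA transcript, was 0.302% ± 0.042 in control and 0.342% ± 0.051 in D-serine (SD, n = 3 each, exact two-sided permutation p = 0.4).

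D-serine cultures were compared with control cultures gene by gene. At an adjusted p under 0.05 in the edgeR quasi-likelihood test, 1302 genes differed (9.74% of those tested), of which 647 were higher and 655 lower with D-serine. At an unadjusted p under 0.05 there were 3769. The libraries of the groups did not overlap in 1299 of the 1302 genes. Over all tested genes, 32.9% were without overlap, where chance gives 10%. The smallest adjusted p was 0.00145. The division into higher and lower depended on the scaling, since upper quartile scaling gave 914 higher and 412 lower genes and library totals gave 944 and 412. The setting that moved the count most was the omission of control replicate 2, which left 68 genes. Without control replicate 1 there were 125 genes, without D-serine replicate 3 there were 291, and without control replicate 3 there were 453.

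**Figure D1:**
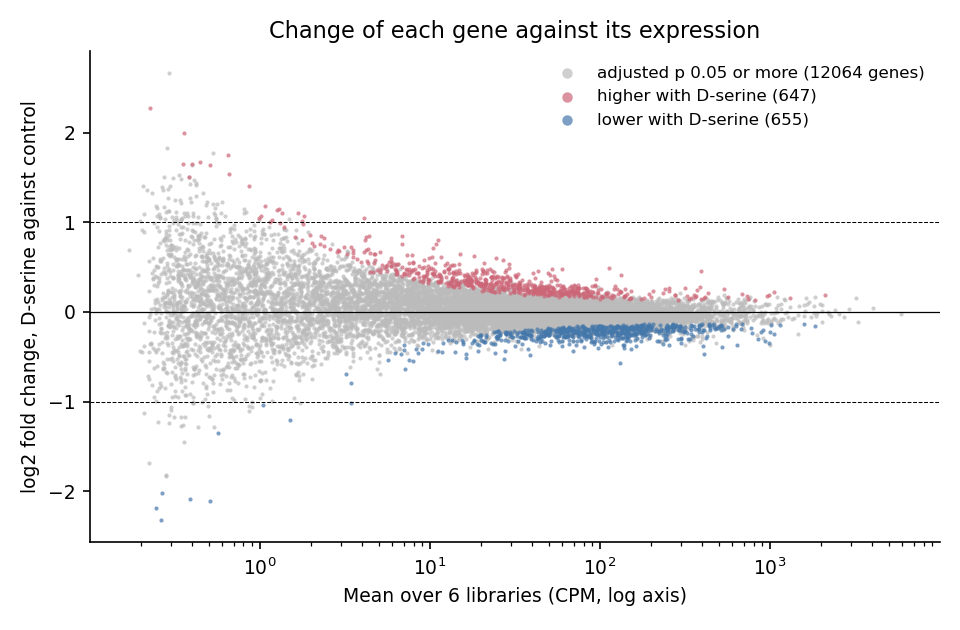
The log2 fold change of each tested gene, D-serine against control, is plotted against its mean expression over the 6 libraries in CPM on a log axis. Each point is a gene, coloured where its adjusted p was under 0.05 (647 higher, 655 lower), and dashed lines mark a 2-fold change, which only 31 coloured genes reached, with a mean of at most 4.09 CPM.

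The differences were small. The median absolute log2 fold change of the 1302 genes was 0.26, with quartiles of 0.20 and 0.35, and 120 genes changed by more than 0.5. A change of at least 2-fold was found in 31 genes, 22 higher and 9 lower. Their median expression was 0.867 CPM and the highest was 4.09 CPM, so none reached a mean of 5 CPM. The number fell to 1 without control replicate 1, 2 without control replicate 2, 4 without D-serine replicate 3 and 7 without control replicate 3.

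Genes that were lower with D-serine were longer than those that were higher. The median exonic length was 4581 bases in the lower genes, 2157 bases in the higher genes and 2834.5 bases in all tested genes. Spearman's rho between log2 fold change and length across genes was -0.291, where genes are not independent replicates. Without D-serine replicate 1 it was -0.151. The slope on log2 length of a library's deviation from the gene means over the 6 libraries, in log2 CPM, was 0.0356, 0.0191 and 0.0152 in control replicates 1 to 3 and -0.0717, 0.0058 and -0.0040 in D-serine replicates 1 to 3. These slopes are relative to the other libraries and sum to 0. They did not overlap between the groups (exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 allow). With each library's length trend removed, 2074 genes passed the threshold, 998 higher and 1076 lower. They included 1179 of the 1302 genes. The coefficient of variation was then 4.47%. Median GC content was 49.7% in the higher and 53.2% in the lower genes, against 51.1% in all tested genes, and 1318 genes passed with the GC trend removed.

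**Figure D2:**
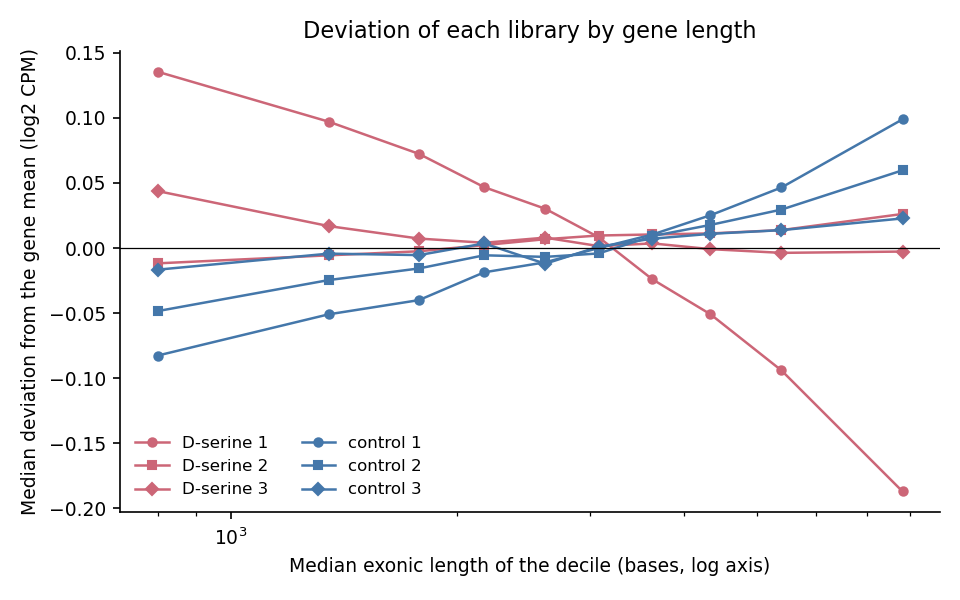
The median deviation of each library from the gene means, in log2 CPM, is plotted for 10 classes of equal gene number against their median exonic length in bases on a log axis. Each line is 1 library, and D-serine 1 runs from 0.14 in the shortest class to -0.19 in the longest, the widest range of the 6 libraries.

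The 5 largest increases among genes with at least 5 CPM were in Pex11g, Arsg, Letm2, Prss36 and Cdnf. Pex11g (chromosome 8, 3458817 to 3467648, minus strand) rose from 4.87 ± 0.33 CPM in control to 8.78 ± 0.73 CPM with D-serine (SD, n = 3 each; log2 fold change 0.85, SE 0.12, edgeR adjusted p = 0.0030). Arsg (chromosome 11, 109334688 to 109434643, plus strand) rose from 8.17 ± 0.60 to 14.2 ± 0.77 CPM (log2 fold change 0.80, SE 0.093, adjusted p = 0.00145). It shares 48 exonic bases with Slc16a6 on the opposite strand. Letm2 (chromosome 8, 26688962 to 26707959, minus strand) rose from 8.04 ± 0.93 to 13.6 ± 0.68 CPM (log2 fold change 0.76, SE 0.10, adjusted p = 0.00266). Prss36 (chromosome 7, 135076152 to 135090239, minus strand) rose from 5.07 ± 0.89 to 8.56 ± 0.66 CPM (log2 fold change 0.75, SE 0.13, adjusted p = 0.00967). Without control replicate 1 or control replicate 2, Prss36 was past the threshold no longer, and the highest adjusted p was 0.0554. Cdnf (chromosome 2, 3430337 to 3443648, plus strand) rose from 7.88 ± 0.40 to 12.9 ± 0.41 CPM (log2 fold change 0.71, SE 0.090, adjusted p = 0.00227).

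The 5 largest decreases were in Col7a1, Slc6a6, Efnb3, P2rx2 and Dmpk. Slc6a6 (chromosome 6, 91634061 to 91709057, plus strand), which encodes a taurine transporter, was the most strongly expressed of these, at 157 ± 1.16 CPM in control and 106 ± 11.6 CPM with D-serine (SD, n = 3 each; log2 fold change -0.57, SE 0.065, edgeR adjusted p = 0.00145). Col7a1 (chromosome 9, 108855790 to 108886920, plus strand) fell from 8.65 ± 0.055 to 5.58 ± 0.36 CPM (log2 fold change -0.63, SE 0.11, adjusted p = 0.00777). It shares 36 exonic bases with Mir711 on the same strand. Efnb3 (chromosome 11, 69367594 to 69373739, minus strand) fell from 9.41 ± 1.32 to 6.41 ± 0.31 CPM (log2 fold change -0.55, SE 0.12, adjusted p = 0.0160). P2rx2 (chromosome 5, 110768831 to 110772054, minus strand) fell from 6.72 ± 0.34 to 4.64 ± 0.81 CPM (log2 fold change -0.53, SE 0.14, adjusted p = 0.0328). Dmpk (chromosome 7, 19669198 to 19679169, plus strand) fell from 31.9 ± 4.93 to 22.2 ± 2.52 CPM (log2 fold change -0.52, SE 0.11, adjusted p = 0.0148). Leaving out 1 library took Col7a1, Efnb3, P2rx2 and Dmpk past 0.05 in at least 1 of the 6 fits, with highest adjusted p-values of 0.0501, 0.0744, 0.108 and 0.0713 over all alternatives, and did not do so for Slc6a6, whose highest was 0.0179.

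**Figure D3:**
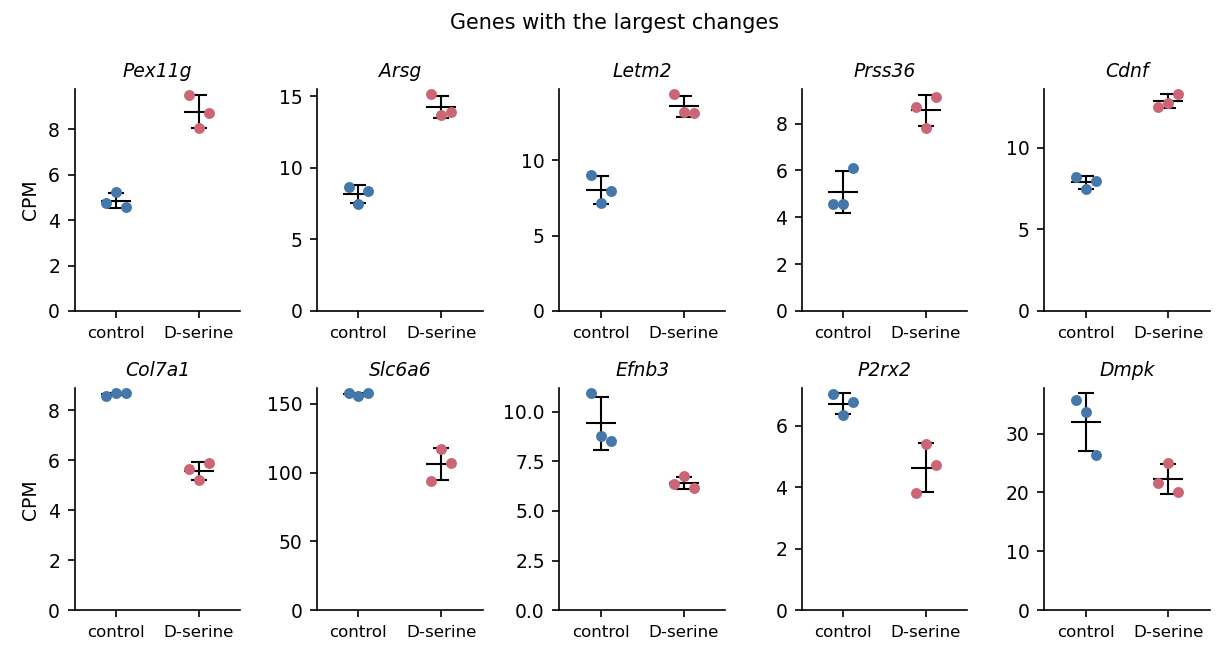
CPM of the 10 genes with the largest changes is shown for each library, with points for the libraries and bars for the mean and SD of the 3 libraries of each group. The groups do not overlap in any of the 10 genes, a condition of their choice, and Slc6a6 has means of 157 CPM in control and 106 CPM with D-serine.

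Of the 9 gene lists tested, 3 had an adjusted camera p under 0.05. The list on ATF4 and amino acid response was lower with D-serine, with a median log2 fold change of -0.11 over 37 genes (29 lower, 8 higher, adjusted p = 2.04e-05). The list on DNA replication and S phase was lower, with a median of -0.058 over 36 genes (26 lower, 10 higher, adjusted p = 0.0155). The list on cholesterol synthesis was higher, with a median of 0.11 over 24 genes (17 higher, 7 lower, adjusted p = 0.0076). All 3 lists were also called by fry, at adjusted p-values of 0.0222, 0.0181 and 0.00189. Unlike camera, fry asks whether the genes of a list change at all, not whether they change more than other genes. No camera call held with an estimated correlation between genes, at adjusted p-values of 0.246, 0.246 and 0.228. Other splits of the 6 libraries into 3 and 3 gave a camera p as small in 1 of the 9 other splits for the ATF4 list and in 2 for the S phase list, but in none for the cholesterol list. A camera p under 0.05 occurred in 5, 2 and 1 of the 9 other splits for these 3 lists. The S phase list was not past the threshold under upper quartile scaling (-0.028, adjusted p = 0.0617), nor with library totals (-0.028, adjusted p = 0.0580). It was also past it no longer without control replicate 3 (adjusted p = 0.0790), D-serine replicate 2 (0.0917) or D-serine replicate 3 (0.0519).

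**Figure D4:**
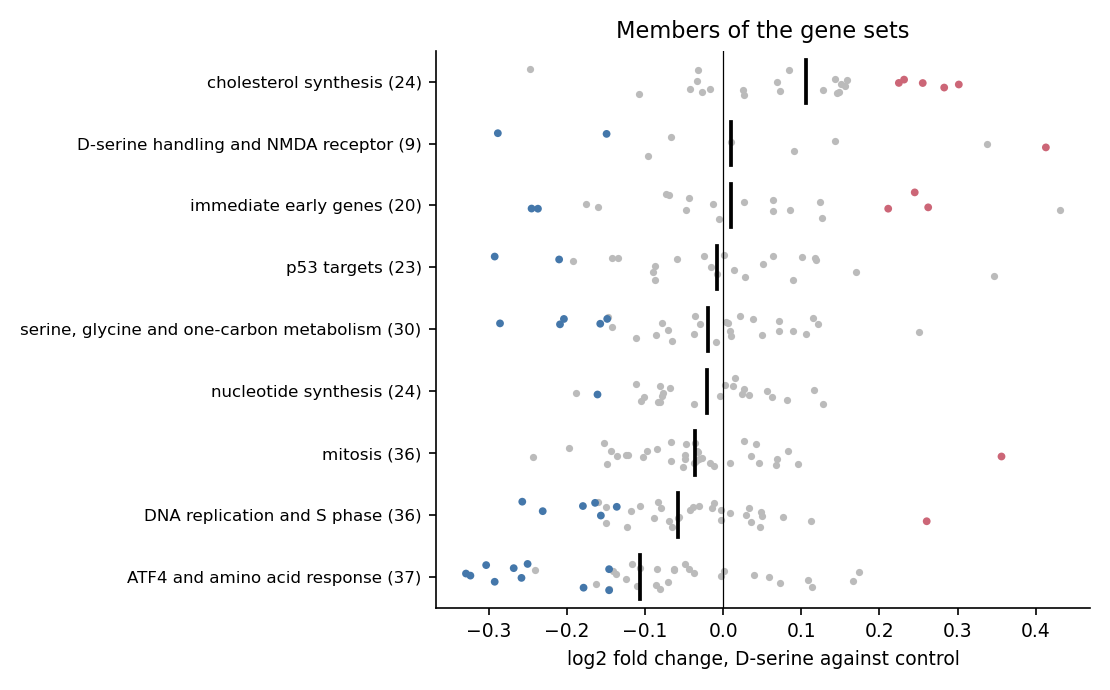
Each point is the log2 fold change of 1 member of a gene list, D-serine against control, with the number of tested members after the name of the list and coloured points for members with an adjusted p under 0.05. Black bars mark the medians, which run from -0.11 for the ATF4 list to 0.11 for cholesterol synthesis, and the vertical scatter has no meaning.

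In the ATF4 list, 10 genes were past the threshold over all genes, all of them lower, and 16 when adjusted over the list alone. Of these 16, Atf4 (log2 fold change 0.17) and Atf3 (0.17), named after their values were seen, were higher and the others lower. The smallest p-values belonged to Slc38a2, Cars, Slc3a2 and Slc7a1. Slc38a2 (chromosome 15, 96517823 to 96530129, minus strand), an amino acid transporter, fell from 1043 ± 11.98 to 830 ± 27.3 CPM (SD, n = 3 each; log2 fold change -0.33, SE 0.039, edgeR adjusted p = 0.00145). Cars, which encodes cysteinyl-tRNA synthetase, fell from 267 ± 2.81 to 222 ± 6.57 CPM (log2 fold change -0.27, SE 0.041, adjusted p = 0.00588). The transporter subunit Slc3a2 (log2 fold change -0.25, SE 0.040, adjusted p = 0.0060) and the transporter Slc7a1 (-0.30, SE 0.060, adjusted p = 0.0127) were also lower. Slc3a2 lost its call without control replicate 2 (adjusted p = 0.0501), and Slc7a1 lost it without control replicate 1 or 2, where its highest adjusted p was 0.0654.

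In the S phase list, 7 genes were past the threshold over all genes, 6 lower and 1 higher, and 9 when adjusted over the list alone, of which only Rfc4 was higher. Pola1 fell from 138 ± 2.34 to 115 ± 6.56 CPM (SD, n = 3 each; log2 fold change -0.26, SE 0.049, edgeR adjusted p = 0.0115). Prim2 (log2 fold change -0.23, SE 0.053, adjusted p = 0.0203) and Ccne2 (-0.18, SE 0.044, adjusted p = 0.0253) were lower too. Rfc4 was higher (log2 fold change 0.26, SE 0.060, adjusted p = 0.0206). Ccne2 shares 1734 exonic bases with Ints8 and Rfc4 shares 160 with Eif4a2, both on the opposite strand, so the counts of Ccne2 and Rfc4 are uncertain. Leaving out 1 library moved each of these 4 genes past 0.05 in at least 2 fits, with highest adjusted p-values over all alternatives of 0.0654 for Pola1, 0.0948 for Prim2, 0.102 for Ccne2 and 0.0955 for Rfc4.

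In the cholesterol list, 5 genes were past the threshold over all genes, all higher, and 6 when adjusted over the list alone. Insig1 (chromosome 5, 28397952 to 28405202, plus strand) rose from 115 ± 1.57 to 137 ± 3.19 CPM (SD, n = 3 each; log2 fold change 0.26, SE 0.042, edgeR adjusted p = 0.00777). Pmvk (log2 fold change 0.28, SE 0.066, adjusted p = 0.0217), Stard4 (0.30, SE 0.071, adjusted p = 0.0222) and Fdft1 (0.22, SE 0.054, adjusted p = 0.0237) were also higher. Fdft1 shares 773 exonic bases with Ctsb on the opposite strand. Without control replicate 2, Insig1 had an adjusted p of 0.0501, and Pmvk, Stard4 and Fdft1 were not past the threshold either, with highest values over all alternatives of 0.0956, 0.105 and 0.115.

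The list on serine, glycine and one-carbon metabolism had a median log2 fold change of -0.020 over 30 genes (16 lower, 14 higher, camera in limma, adjusted p = 0.106). The median was 0.0099 under upper quartile scaling. Without D-serine replicate 1 the adjusted camera p was 0.0342, with the length trend removed it was 0.00568, and fry gave 0.00189. In this list, 5 genes were past the threshold over all genes, all lower, and 6 when adjusted over the list alone. Psph fell from 213 ± 9.33 to 185 ± 6.94 CPM (SD, n = 3 each; log2 fold change -0.20, SE 0.047, edgeR adjusted p = 0.0216), Psat1 from 662 ± 21.6 to 594 ± 5.62 CPM (-0.16, SE 0.039, adjusted p = 0.0279) and Shmt2 from 1063 ± 40.2 to 959 ± 19.2 CPM (-0.15, SE 0.040, adjusted p = 0.0362). Aldh1l2, also lower, was chosen after its values were seen (-0.21, adjusted p = 0.0408). Psat1 and Shmt2 were not past the threshold under upper quartile scaling or library totals, nor in 5 of the 6 fits that left out 1 library, and their highest adjusted p-values over all alternatives were 0.127 and 0.144. That of Psph was 0.0944, also above 0.05. Shmt2 shares 32 exonic bases with Ndufa4l2 on the opposite strand.

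The list on D-serine handling and the NMDA receptor had 9 tested genes, with a median log2 fold change of 0.010 and an adjusted camera p of 0.481. That median is the value of Grin3a (SE 0.49), a gene at 0.28 CPM in both groups, named after its values were seen. In it 3 genes were past the threshold, both over all genes and adjusted over the list alone. The amino acid exchanger Slc1a4 (chromosome 11, 20202183 to 20232716, minus strand) fell from 266 ± 3.47 to 218 ± 3.69 CPM (SD, n = 3 each; log2 fold change -0.29, SE 0.040, edgeR adjusted p = 0.00336) and stayed past the threshold in all 21 alternatives, with a highest adjusted p of 0.0366. Slc1a5 fell from 414 ± 12.7 to 373 ± 4.26 CPM (-0.15, SE 0.040, adjusted p = 0.0363), but was not past the threshold under upper quartile scaling, and its highest adjusted p was 0.135. Grin1, an NMDA receptor subunit, rose from 9.80 ± 1.39 to 13.1 ± 0.75 CPM (0.41, SE 0.11, adjusted p = 0.0313). It shares 1307 exonic bases with Grin1os and 17 with Lrrc26, both on the opposite strand, so its counts are uncertain. Grin1 was not past the threshold in 4 of the 6 fits that left out 1 library, and its highest adjusted p was 0.112. Slc38a1 did not differ (-0.097, SE 0.046, adjusted p = 0.187).

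The other lists had no adjusted camera p under 0.05. Mitosis had a median log2 fold change of -0.036 over 36 genes (adjusted p = 0.106, fry 0.0181, and 0.0417 by camera without D-serine replicate 1), nucleotide synthesis -0.021 over 24 genes (adjusted p = 0.317), p53 targets -0.0078 over 23 genes (adjusted p = 0.427) and immediate early genes 0.010 over 20 genes (adjusted p = 0.441). The genes of these lists past the threshold were named after their values were seen. In mitosis, Ccnb2 was past the threshold over all genes (0.36, adjusted p = 0.0142), and it was the 1 gene adjusted over the list alone. In nucleotide synthesis, Impdh1 was past it over all genes (-0.16, adjusted p = 0.0403), but 0 genes adjusted over the list alone, where its p was 0.0616. Of the p53 targets, Gdf15 (-0.29, adjusted p = 0.0149) and Apaf1 (-0.21, adjusted p = 0.0468) were past it both ways, and Gdf15 is also in the ATF4 list. Of the immediate early genes, 5 were past the threshold both over all genes and adjusted over the list alone. Jun (0.26), Myc (0.25) and Dusp1 (0.21) were higher, and Egr1 (-0.24) and Fosb (-0.25) were lower.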

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

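The alternatives listed as added later, which concern GC content, thinning and the length trend without D-serine replicate 1, were chosen after seeing the data. The signs of the 1302 genes are no test of stability, because in 1299 of them the libraries of the groups do not overlap. How many genes passed the threshold was not stable, and the cause was not tested except where stated.

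The 6 fits that each left out 1 library gave from 68 to 1699 genes past the threshold, from 47 to 783 higher genes, from 21 to 916 lower genes and from 1 to 30 genes with a 2-fold change. The highest count came without D-serine replicate 1, the lowest without control replicate 2. A smaller group was not the whole cause, since the counts without D-serine replicate 1 (1699) and without D-serine replicate 2 (1566) were higher than the reported count and that without D-serine replicate 3 (291) was lower. In the same fits the median log2 fold change ran from -0.064 to -0.034 for S phase, from -0.043 to -0.011 for serine and one-carbon metabolism, from -0.053 to -0.033 for mitosis, from -0.13 to 0.10 for D-serine handling and from -0.0087 to 0.067 for immediate early genes. Negative medians of D-serine handling were -0.081 without control replicate 1, -0.055 without control replicate 2 and -0.13 without D-serine replicate 3. The ATF4 and cholesterol lists had adjusted camera p-values of at most 0.00325 and 0.0192 in these 6 fits.

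Upper quartile scaling and library totals each gave 412 lower genes, and both raised the median log2 fold change of all genes, to 0.035. With them the median was 0.0099 and 0.0097 for serine and one-carbon metabolism, 0.0092 and 0.0085 for nucleotide synthesis and 0.022 and 0.021 for p53 targets, each the opposite sign of the reported value. S phase was at -0.028 in both and past the threshold in neither. The shift of all genes accounts for these signs, since each list moved by about as much. The no-filter alternative gave 987 lower genes. Fewer genes with a 2-fold change were found by DESeq2 (10) and with a mean of at least 50 counts (7), where the filter removes genes of low expression. The list on D-serine handling has 9 members that go both ways, and its reported median is that of a gene at 0.28 CPM, Grin3a. Its medians were -0.070 in DESeq2, -0.054 in limma-voom, -0.066 with a mean of at least 50 counts and -0.010 after thinning.

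With the gene length trend removed, 2074 genes passed, 998 higher and 1076 lower, and serine and one-carbon metabolism (-0.030, adjusted p = 0.00568) passed the threshold. Immediate early genes were then at -0.0087, against 0.010 as reported. The coefficient of variation fell from 5.77% to 4.47%. Removing GC content and length trends together gave 997 lower genes, serine and one-carbon metabolism at -0.034 and mitosis at -0.052, both past the threshold. With the GC trend alone removed, mitosis was at -0.045 and past the threshold, and p53 targets were at 0.0017. Without D-serine replicate 1 and with the length trend removed, serine and one-carbon metabolism was at -0.045 and past the threshold, and immediate early genes at -0.011. Slc38a1, which did not differ in the reported fit, changed sign with the length trend removed (0.017), with the block as well (0.017), with GC content and length trends removed (0.015) and with the length trend removed and D-serine replicate 1 left out (0.0020).

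Samples that share a replicate number did not deviate together. The correlations of their deviations from the group means were -0.069, 0.020 and -0.019, all under 0.1, so the numbers do not pair the samples. The fit with the replicate block gave 298 genes, 178 higher and 120 lower, with 3 at a 2-fold change, and D-serine handling at -0.016. The replicate block with the GC trend removed gave 291 genes, 187 higher and 104 lower, 3 at a 2-fold change, p53 targets at 0.00014 and D-serine handling at -0.013. The replicate block with the length trend removed gave 1920 genes, 1000 of them lower, with serine and one-carbon metabolism at -0.030 and past the threshold, and immediate early genes at -0.0030. The block spends degrees of freedom on a number that carries no shared variation, so these counts say nothing of effect size.

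The set tests also differed in their calls. With an estimated correlation the ATF4 (-0.11), S phase (-0.058) and cholesterol (0.11) lists were not past the threshold, while fry also called serine and one-carbon metabolism (-0.020) and mitosis (-0.036). Over all alternatives, the 30 genes picked by the naming rule kept direction and side of the threshold in 528 comparisons, lost the threshold in 98 and changed sign in 4. The alternative without mitochondrially encoded genes was not run, because these genes were not analysed here.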

Other observations

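The tests in this part were chosen only after the result was seen, except the number of splits with as many genes.

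Many genes changed a little in both directions. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the grouping by treatment, namely that grouping itself, and the same held (1 of 10) for the higher genes, the lower genes and the genes with a 2-fold change. The other 9 splits gave 0 genes each, with 175 to 1043 at an unadjusted p under 0.05 against 3769. A share under 0.1 is beyond 10 splits. The tables argue against 3 technical explanations as the whole cause, since 2074 genes passed with the gene length trend removed, 1318 with the GC content trend removed and 1286 with all libraries thinned to the smallest total, against 1302 as reported. A trend on expression was not removed in any fit, so it stays open. Median expression was 102.8 CPM in the lower genes, 26.4 CPM in the higher genes and 29.2 CPM in all tested genes. Genes with at least 10 counts numbered 13185 to 13295 in control libraries and 13402 to 13500 in D-serine libraries (exact two-sided permutation p = 0.1). A difference between cultures or library batches that coincides with the treatment stays open, as the labels give no batch.

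D-serine replicate 1 had relatively fewer counts from long genes than the other libraries. Genes lower with D-serine were longer than higher ones, and this pattern has 3 candidate explanations that cannot be told apart. The length trend of D-serine replicate 1 alone stays open. Spearman's rho across genes was still -0.151 without it, but 3 of the 10 splits of the other 5 libraries into 2 and 3 gave a rho as large. A library to library difference in the recovery of long transcripts stays open. The slopes on length, taken relative to the mean of the 6 libraries, spanned 0.0775 within the D-serine group. That is more than the -0.0466 between the group means, but it rests on D-serine replicate 1. Its slope was -0.0717, against 0.0058 and -0.0040 in D-serine replicates 2 and 3. Within the control group the slopes spanned 0.0204, less than between the group means. These spans cannot part this explanation from the trend of D-serine replicate 1 alone. An effect of D-serine on long transcripts stays open too, because the slopes of the groups did not overlap and the exact permutation p of 0.1 is the smallest that the design allows. The length-removed fit gained 895 genes and lost 123. The lost genes were 59 higher ones with a median length of 955 bases and 64 lower ones with a median of 6947.5 bases, so very short and very long genes are the calls that rest on this trend.

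The set p-values need care. A camera p as small as that of the treatment grouping was found in 2 of 10 splits for the ATF4 and amino acid response list, 3 of 10 for DNA replication and S phase and 1 of 10 for cholesterol synthesis, the real split included. For the ATF4 list, control 1 with D-serine 2 and D-serine 3 against the other libraries gave 1.53e-07, below the 2.27e-06 of the real split. Each of the 9 other splits parts most libraries by treatment, so that does not set this split apart. A p below the real one means that genes of the list may also vary together between libraries for other reasons. With the length trend removed the real split had the smallest p for each of the 3 lists. Trends on length or GC content are unlikely as the whole cause of the 3 shifts. With the length trend removed the adjusted camera p-values were 2.73e-11 (ATF4), 8.91e-06 (S phase) and 0.00241 (cholesterol), and with the GC trend removed 6.09e-05, 0.0244 and 0.0051. A trend on expression was not tested for these lists. Their median expression was 280 CPM (ATF4), 139 CPM (S phase) and 46.4 CPM (cholesterol), against 29.2 CPM in all tested genes. The splits leave open a chance difference between cultures, such as in density or nutrient supply, which was not tested.

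The fall of the ATF4 list was uneven. Its 7 amino acid transporters were all lower, with a median log2 fold change of -0.25 and 5 past the threshold. Its 8 tRNA synthetases had a median of -0.067. A subset of 8 transcription factors and early stress genes had a median of 0.055, with 5 higher and 3 lower. That subset was picked by hand, and its median depends on the choice. Left out were, among others, Jdp2 (-0.24), Sesn2 (-0.14), Ppp1r15a (-0.049) and Chac1 (-0.044), all lower, and Nupr1 (0.039), which was higher. Under upper quartile scaling the 3 medians were -0.22, -0.037 and 0.085. That of the transcription factor and stress gene subset was 0.029 with the length trend removed and 0.020 without D-serine replicate 1. The gap between transporters and synthetases was -0.18, and 1 of the 10 splits, the real one, gave a gap as large. Gene length is unlikely to explain it, since the gap was -0.14 with the length trend removed, and -0.16 without D-serine replicate 1. Atf4 itself was not past the threshold in the reported fit (log2 fold change 0.17, SE 0.050, adjusted p = 0.0527), but was past it with the length trend removed (0.0217), under upper quartile scaling (0.0389) and without D-serine replicate 1 (0.0329). Its log2 fold changes in these fits were 0.12, 0.20 and 0.10.

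A hypothesis is that the amino acid response was weaker in the D-serine cultures. It predicts a fall of 6 enzymes known as ATF4 targets and outside the list, Phgdh, Psat1, Psph, Shmt2, Mthfd2 and Aldh1l2. All 6 were lower, with a median of -0.15, 4 past the threshold, and 1.73% of 10000 random lists matched on expression had a median as low. In 1 of the 10 splits, the real one, the median was as far from 0. Some of these enzymes had been seen to be lower before the test was chosen, so the data cannot decide for it. A stronger amino acid response needs the same enzymes to rise, while the rotation test fry in limma found them lower, with a p-value of 0.00484. For the same reason this test cannot exclude it, and Atf4 (0.17), Atf3 (0.17), Ddit3 (0.11) and Ddit4 (0.11) were higher. With the length trend removed these log2 fold changes shrank to 0.12, 0.14, 0.017 and 0.063. Without D-serine replicate 1 they were 0.10, 0.11, 0.072 and 0.075. None of these 4 genes was past the threshold over all genes in the reported fit. Atf4 (0.0174) and Atf3 (0.0327) were when adjusted over the list alone, so both explanations stay open.

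Txnip (log2 fold change 0.41, SE 0.051, adjusted p = 0.0018) and Arrdc3 (0.46, SE 0.051, adjusted p = 0.00145), a pair of related arrestin-like genes, were among the firmest increases and were singled out after their values were seen. With the length trend removed their adjusted p-values were 1.80e-05 and 3.31e-06, and without D-serine replicate 1 they were 2.19e-05 and 3.28e-06. A test through Arrdc4, a target of the glucose-sensing factor MondoA, had no outcome, because that gene had 2 counts over the 6 libraries. No explanation of this pair was tested.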
